A study of Mus musculus with 12 samples. Its data were reported in "Prostate lineage-specific metabolism governs luminal differentiation and response to antiandrogen treatment" (2023).

How the data were processed

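RNA was sequenced from 12 organoid cultures of 4 treatment groups. Per the labels, libraries were made with depletion of ribosomal RNA and enrichment of mRNA, and were sequenced as read pairs. The study's methods name another library kit and sequencer. The authors trimmed reads with fastp, aligned them with STAR to the GRCm38 mouse genome and quantified them with RSEM, and deposited TPM per gene. The deposited table names no genome build. Of its nuclear genes, 2.08% had the start and end that GENCODE gives for GRCm38, so its nuclear coordinates are printed as the table gives them, with the build unknown, and were not combined with the reference.

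The TPM values behaved as estimated fragments divided by the whole genomic span of a gene, introns included, and scaled to a total of 1000000 per sample. The listed length was stop minus start in 100% of genes, with a median of 11598 bp, while the median exonic length was 3006 bp. Each sample's low values were multiples of 1 fragment, which gave its depth. Between 54.4% and 57.7% of values above 0 came out whole, with a tolerance of 0.02 of a fragment, and the rest were fractional. Under 1000 fragments, where the error of the step is small, 75.7% of protein-coding values were whole, and fractional values there were taken as fragments divided among genes. At 10000 fragments or more 3.76% were whole, and sharing could not be assessed. Depth was between 33251564 and 43498600 fragments. Every listed gene had at least 10 fragments over the 12 samples. RSEM, which the methods name, divides by transcript length instead, so the deposited values differ from what those methods describe. This division by span gives short features a large part of the total. Pseudogenes held 42.3% ± 0.188 of TPM in vehicle but 5.78% ± 0.033 of fragments (SD, n = 3). Long genes such as Trp63 have low TPM, and a fold change on log2(TPM + 1) understates their change.

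Replicates were compared within groups and all pairs differed by more than sampling noise, so each was counted. This does not show that the cultures came from different mice, and the sample titles give only a replicate number. If the cultures shared a mouse, the p-values measure the spread between cultures and not between mice. Groups were taken from the sample labels. The fit followed the study's methods: limma on log2(TPM + 1) with an intercept, a UK5099 term, a butyrate term and their interaction, vehicle as the reference, empirical Bayes moderation and Benjamini-Hochberg adjustment. The pseudocount of 1 was chosen here, as the methods give none. All 12 samples and all 24674 genes entered. Gene lists were tested by camera on genes with a mean of at least 1 TPM, with fry and an estimated correlation as alternatives. Lists were basal and luminal signatures, lineage markers, pyruvate carrier, glycolysis, TCA cycle, interferon response, antigen presentation, acute inflammation, proliferation and cholesterol synthesis. Members were matched by symbol, then by a listed alias or a synonym. The luminal signature had 56 of 71 genes matched.

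The design, the lists, the first set of alternative settings and the rule for named genes were set before the data were examined. Named genes were the lineage markers and the 2 carrier genes. Of the 13 lineage markers, 2 are not reported here, and counts of markers cover the other 11. For each single treatment, the 5 highest and 5 lowest coefficients past both thresholds were named, given a mean of at least 1 TPM in a group and no overlap between treated and vehicle values. For the interaction, the 5 largest were named. Those settings were other pseudocounts, a filter at 1 TPM, median of ratios scaling, quantile normalisation, a trended and robust prior, a replicate block, each sample left out, other thresholds, fits of 6 samples, other vehicle samples for the correlation and Pearson's r. Voom on recovered fragments, TPM recomputed with exonic length, and nuclear protein-coding genes rescaled to a total of 1000000 were added after seeing the data.

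The fit was tested on simulated fragments for 24674 genes. Of 200 genes changed per treatment, 174 and 166 were recovered, with 0 unchanged genes called. The misses lay mostly among low genes: 253 of 263 changed genes with at least 4 TPM were recovered. The step finder was checked on 5 simulated samples. Tools were R 4.3.3, limma 3.58.1, Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.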

Results

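RNA abundance was measured in organoids grown from basal cells of the mouse prostate. Organoids are small 3-dimensional cultures that form from epithelial cells in a gel. The cultures were wild type and of the C57BL/6 strain. Each culture was given vehicle, UK5099 alone, butyrate alone, or both drugs together (the combination). UK5099 blocks the mitochondrial pyruvate carrier, which brings pyruvate into mitochondria, and butyrate inhibits histone deacetylases. There were 12 samples in 4 groups, with 3 replicates in each group. The values were TPM, transcript abundances scaled by length and to the same total in each sample, for 24674 genes, of which 15927 were protein coding and 3659 were pseudogenes. Fragments recovered from the TPM steps came to between 33251564 and 43498600 per sample. Among the 13345 genes with a mean of at least 1 TPM, the median coefficient of variation between replicates was 3.64% in vehicle, 4.41% with UK5099, 3.47% with butyrate and 4.27% with the combination. The first principal component of these genes held 65.6% of the variance.

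The first question was how many genes each treatment changed. Genes were called in a limma fit of log2(TPM + 1) at an adjusted p-value under 0.01 and an absolute coefficient over 1. UK5099 changed 454 genes, of which 229 were higher and 225 lower. Butyrate changed 874 genes, of which 278 were higher and 596 lower. The combination changed 1585 genes against vehicle, with 442 higher and 1143 lower. The pseudocount moved these counts most among the settings chosen beforehand that kept both limits. With a pseudocount of 0.01, UK5099 changed 1412 genes and butyrate changed 2573.

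The balance of higher and lower genes depended on how the samples were scaled. With TPM as deposited, the median coefficient of genes with at least 1 TPM was -0.12 for UK5099, -0.30 for butyrate and -0.41 for the combination. After scaling by the median of ratios these medians were 0.01, 0.00 and 0.00. UK5099 then changed 411 genes, with 263 higher and 148 lower. Butyrate changed 746 genes, with 464 higher and 282 lower. The combination changed 1152 genes, with 773 higher and 379 lower. The share of higher genes for butyrate was thus 31.8% as deposited and 62.2% after this scaling. Quantile normalisation gave 56.3% for butyrate, 61.8% for UK5099 and 58.8% for the combination. Of the settings added after seeing the data, TPM with exonic length gave 42.2% for butyrate, nuclear protein-coding genes alone gave 46.3% and voom on recovered fragments gave 65.4%. Changes below are on the deposited scale unless stated, and are to be read against those median shifts.

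**Figure D1:**
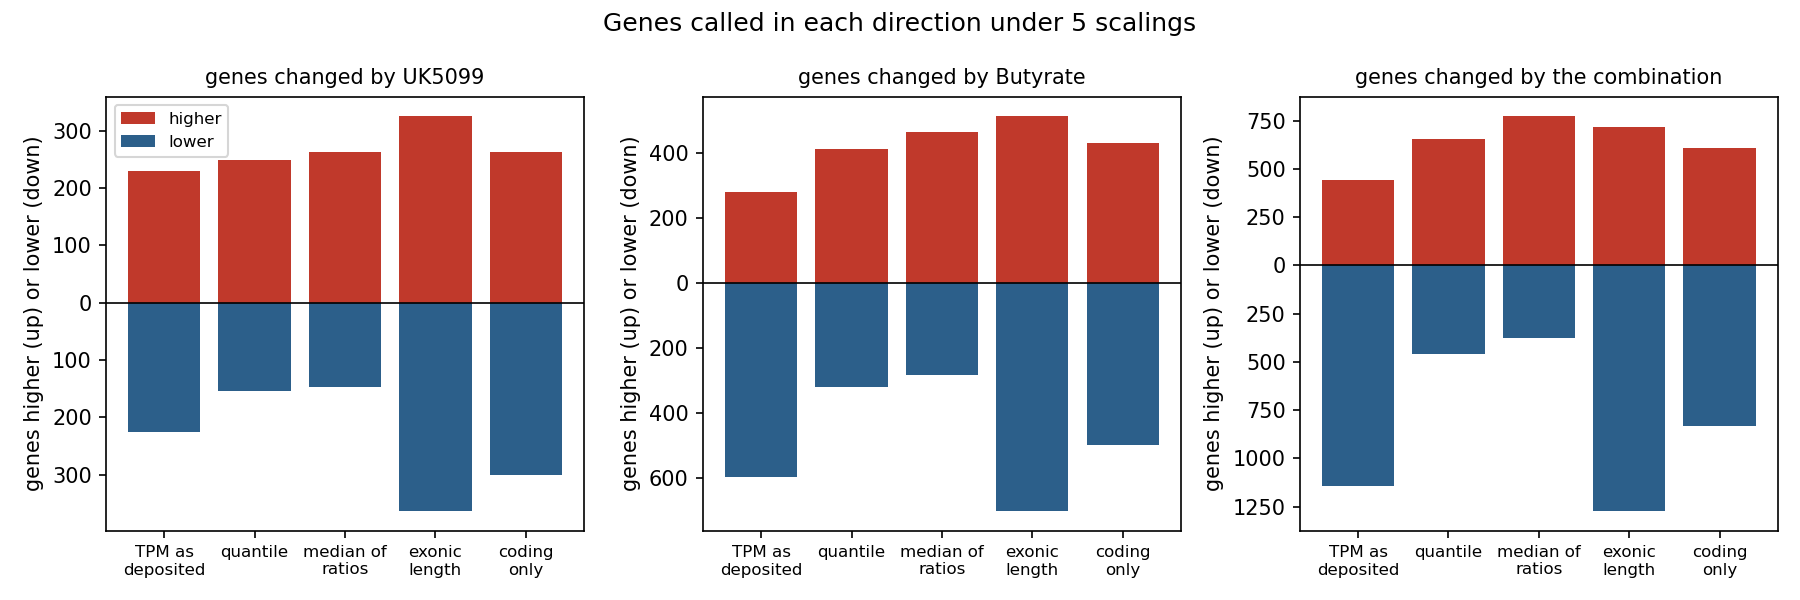
Bars give the number of genes called higher (above 0) or lower (below 0) for each treatment against vehicle under 5 scalings of the same 12 samples. For butyrate, 278 genes were higher and 596 lower as deposited, against 464 higher and 282 lower after scaling by the median of ratios.

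Among the genes raised by UK5099, the 5 with the highest coefficients were Krt6b, Nccrp1, Teddm3, Krtdap and Aqp3. Krt6b (chromosome 15, 101584458 to 101588722) rose from 0.488 ± 0.107 to 88.9 ± 5.70 TPM (SD, n = 3). Its coefficient was 5.92 with a standard error of 0.09 and a limma adjusted p-value of 4.55e-10. Its vehicle values came to 13.3, 10.7 and 21.4 fragments, and 0 of its 6 values under 1000 fragments were whole, so its fragments were in part divided among genes and its level is uncertain. The same holds for Teddm3, with 1 of 9 such values whole. Above 10000 fragments only 3.76% of protein-coding values came out whole, so for abundant genes such as Krt5, Krt14, Krt18 and Krt19 sharing within the keratin family could not be assessed in this way. Aqp3 (chromosome 4, 41092722 to 41098183) rose from 3.34 ± 0.366 to 153 ± 8.06 TPM. The 5 with the lowest coefficients were Rgs4, Fn1, Clu, Cyp26b1 and Hp. Fn1 (chromosome 1, 71624679 to 71692359) fell from 70.2 ± 1.92 to 2.14 ± 0.139 TPM, with a coefficient of -4.50 ± 0.04 (SE) and a limma adjusted p-value of 2.88e-11. Clu (chromosome 14, 66205932 to 66218996) fell from 510 ± 7.23 to 52.8 ± 2.68 TPM.

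With butyrate the 5 highest were Nccrp1, Ly6g6c, Teddm3, Crnn and Aqp3. Nccrp1 (chromosome 7, 28243021 to 28246679) rose from 2.83 ± 0.186 to 228 ± 6.16 TPM (SD, n = 3), with a coefficient of 5.90 ± 0.19 (SE) and a limma adjusted p-value of 6.30e-09. Crnn (chromosome 3, 93052094 to 93057126) rose from 12.8 ± 0.390 to 356 ± 8.82 TPM. The 5 lowest were Fn1, Spp1, Gm49990, Clu and Rgs4. Fn1 was at 0.938 ± 0.0741 TPM with butyrate and its coefficient was -5.20 ± 0.04 (SE). Gm49990 is a processed pseudogene of 393 bp. Of its 9 values above 0 and under 1000 fragments 3 were whole, so its fragments too were in part divided among genes and its value is uncertain. None of these extreme genes changed its direction or its call under any alternative setting that included it.

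The next question was whether both treatments changed the same genes. Of the 454 genes changed by UK5099, 266 were also called for butyrate. In 260 of these the direction was the same, 116 higher and 144 lower, and in 6 it was opposite. The shared genes in one direction made up 57.3% of the UK5099 genes. A share of 3.05% would arise by chance among the 14297 genes that reached 1 TPM in a group. Both comparisons used the same vehicle samples. In 20 fits of simulated unchanged groups against those samples, 0 genes were called for UK5099 or butyrate, while a median of 1040 had an unadjusted p-value under 0.05 for UK5099.

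Across all genes, Spearman's rho between the UK5099 and butyrate coefficients was 0.607. Genes are not independent replicates, so this value is a description. Simulated unchanged groups against the same vehicle samples gave a median rho of 0.434, with a range from 0.415 to 0.449 over 100 draws. These groups carried none of the median shifts seen with the treatments. After scaling by the median of ratios the rho of the data was 0.518, and after quantile normalisation it was 0.5235. With each effect taken against different vehicle samples, rho lay between 0.484 and 0.495.

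**Figure D2:**
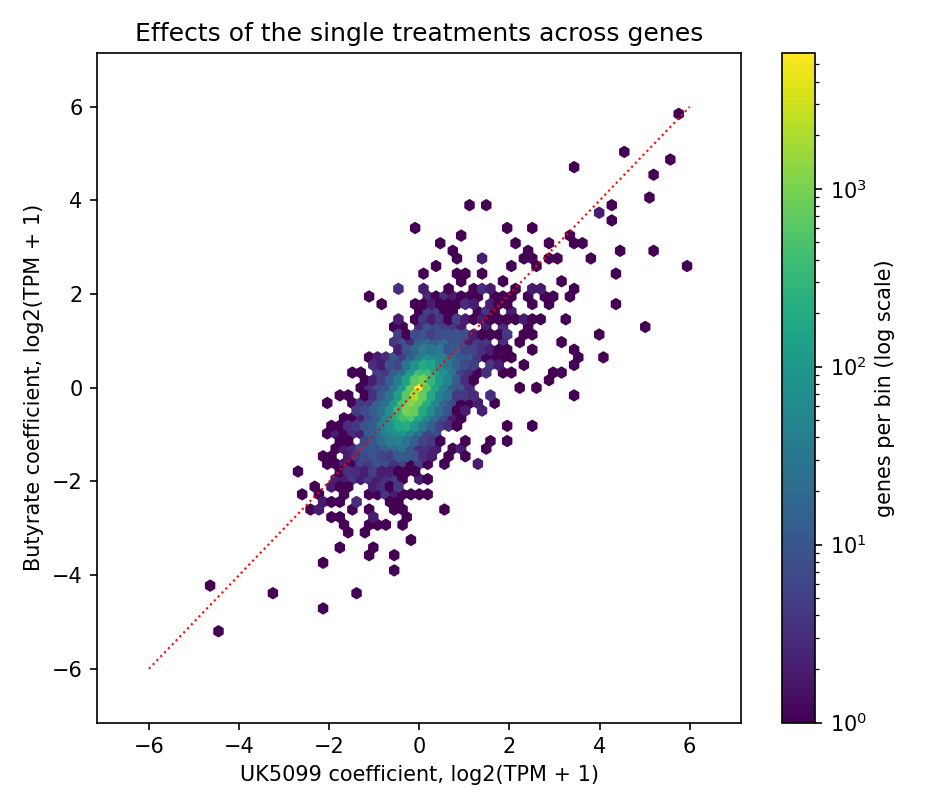
Each hexagonal bin counts genes by their UK5099 coefficient (x axis) and butyrate coefficient (y axis) on the log2(TPM + 1) scale, and the dotted line marks equal effects. Spearman's rho was 0.607, against a median of 0.434 for simulated unchanged groups that share the vehicle samples. It was 0.518 after scaling by the median of ratios.

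Lineage markers were followed because the study asked whether these treatments shift epithelial identity. Of the 11 markers reported, all 11 had an adjusted p-value under 0.01 with UK5099, both over all genes and adjusted over the list alone. With butyrate 10 passed over all genes and 11 passed adjusted over the list alone. With both thresholds, 5 were called for each treatment under either adjustment. The basal keratin Krt5 (chromosome 15, 101615505 to 101621333) was at 1848 ± 8.64 TPM in vehicle, 4930 ± 58.7 with UK5099, 3152 ± 72.3 with butyrate and 4514 ± 17.8 with the combination (SD, n = 3). Its coefficient was 1.42 for UK5099 and 0.77 for butyrate. The butyrate coefficient was 1.13 after scaling by the median of ratios and 1.09 with voom on fragments, both past the limit of 1, and 0.65 after quantile normalisation. Krt14 (chromosome 11, 100093988 to 100098374) rose from 1676 ± 22.2 to 5047 ± 187 TPM with UK5099. With butyrate it was at 1391 ± 36.1 TPM, a coefficient of -0.27 that turned to 0.09 after scaling by the median of ratios and to 0.05 with voom, but was -0.33 after quantile normalisation. Trp63 (chromosome 16, 25502513 to 25710852) rose from 5.23 ± 0.102 to 9.59 ± 0.644 TPM with UK5099 and to 8.46 ± 0.0861 TPM with butyrate. Its low TPM followed from division by a genomic span of 208340 bp. Among the scalings tried it was called only with voom, at 1.02 for each treatment.

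The luminal keratin Krt8 (chromosome 15, 101905133 to 101912917) fell from 916 ± 19.7 to 364 ± 13.3 TPM with UK5099, to 275 ± 3.42 with butyrate and to 119 ± 1.95 with the combination (SD, n = 3). Its coefficients were -1.33 and -1.73 for UK5099 and butyrate. Krt18 (chromosome 15, 101936615 to 101940462) fell from 1468 ± 25.2 to 748 ± 8.99 and 613 ± 6.88 TPM. Its butyrate call was lost after scaling by the median of ratios, at -0.90, and with voom, at -0.94, but was kept after quantile normalisation, at -1.31. Quantile normalisation also gave it a UK5099 call, at -1.05. Prom1 (chromosome 5, 44150962 to 44259374) fell from 7.14 ± 0.370 to 1.67 ± 0.0922 and 2.26 ± 0.128 TPM. Vim (chromosome 2, 13578738 to 13587637) fell from 7.98 ± 0.370 to 1.66 ± 0.149 and 0.364 ± 0.0919 TPM. Epcam and Cdh1 were lower with both treatments on every scaling tried. Krt19 was lower with UK5099. With butyrate its coefficient was -0.43 as deposited, -0.53 after quantile normalisation and -0.11 with voom. After scaling by the median of ratios it was -0.07, with a limma adjusted p-value of 0.419. Hoxb13 had a butyrate coefficient of -0.12 that turned to 0.23 after scaling by the median of ratios and to 0.26 after quantile normalisation. The carrier genes Mpc1 and Mpc2 were not called for either treatment, with UK5099 coefficients of -0.07 and -0.13. Their butyrate coefficients were -0.46 and -0.18, with limma adjusted p-values of 8.64e-05 and 0.00234, but were within the limit of 1. After scaling by the median of ratios these butyrate coefficients were -0.15 and 0.10. The level of Mpc1 is uncertain, since 0 of its 12 values, all under 1000 fragments, were whole, against 12 of 12 for Mpc2.

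**Figure D3:**
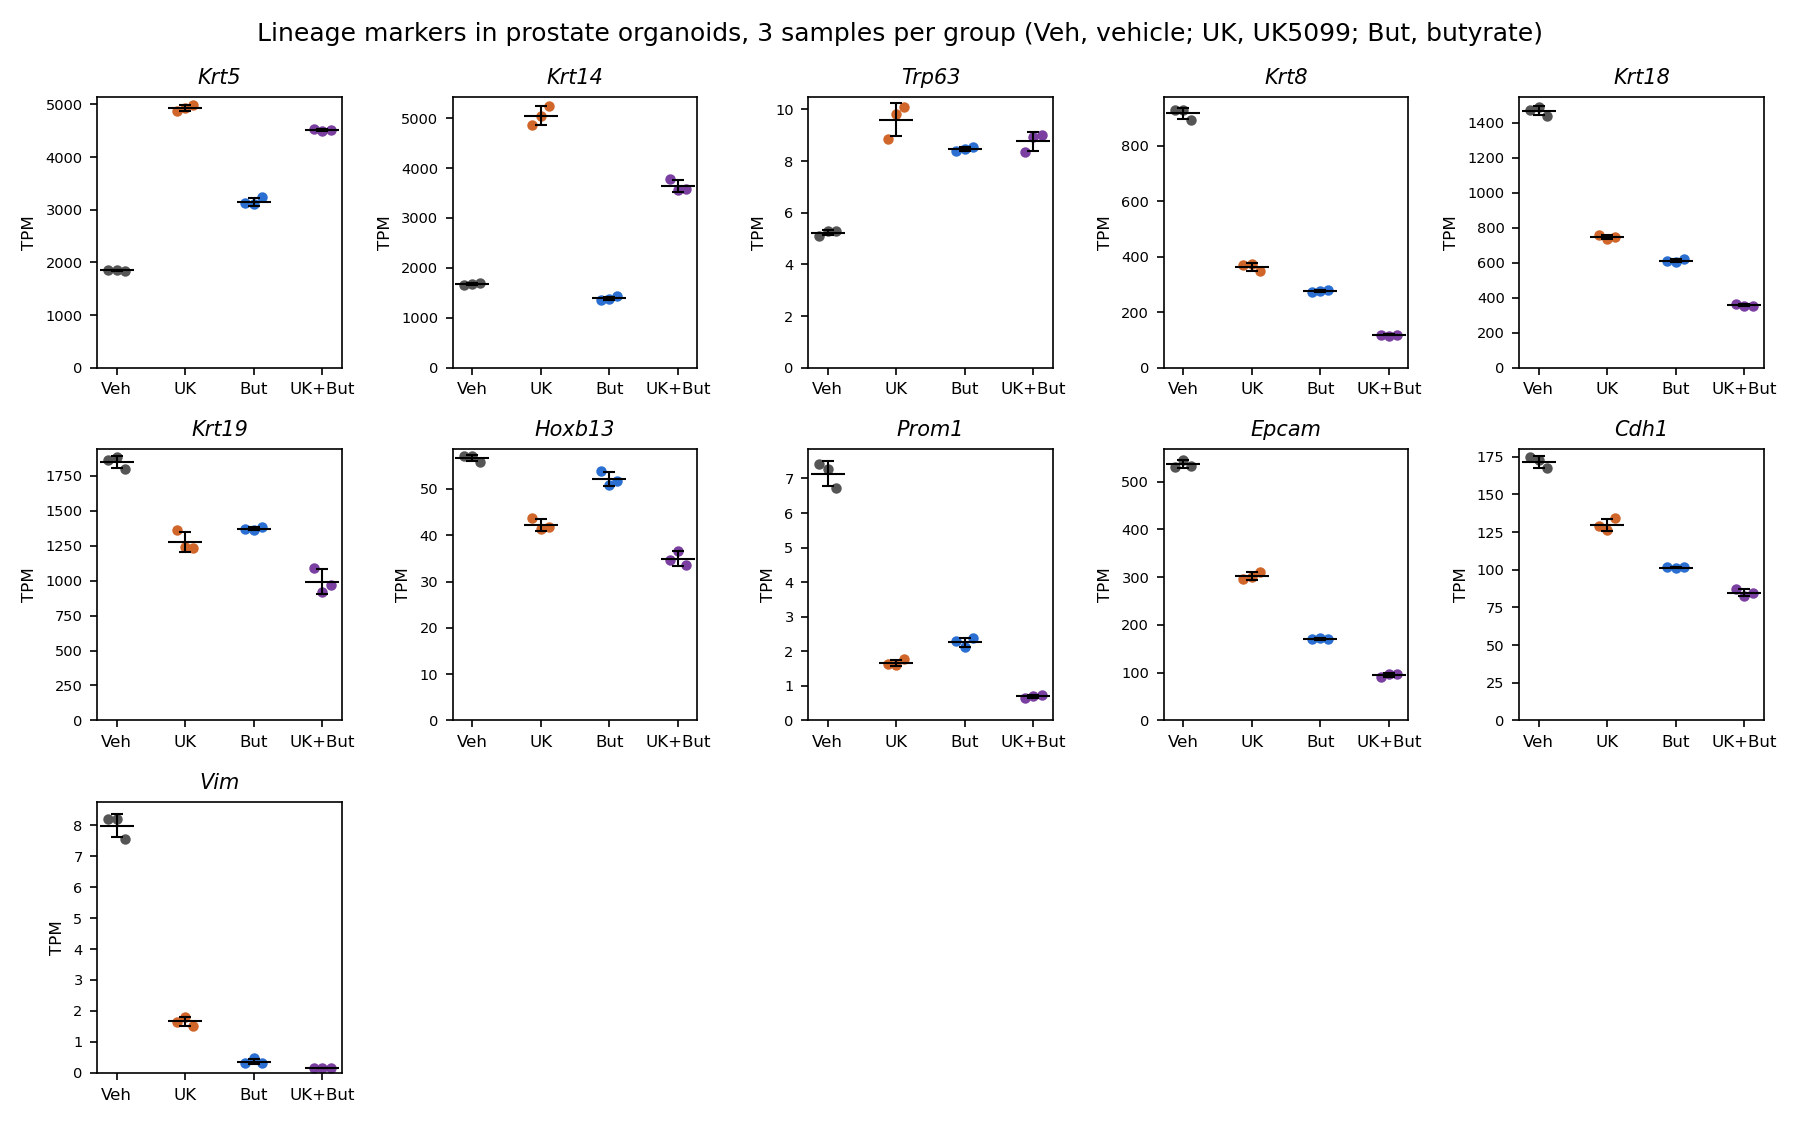
Points are single samples, and black bars give the mean ± SD of 3 samples per group, in TPM on linear axes that start at 0. Krt8 sat at 916 TPM in vehicle and at 119 TPM with the combination, while Krt5 rose from 1848 to 4930 TPM with UK5099.

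Gene lists were tested with camera at a preset correlation of 0.01, over 33 tests of 11 lists and 3 coefficients. The basal signature, with 12 of its 20 genes at 1 TPM or more, was higher with UK5099 (median coefficient 0.70, 10 of 12 genes higher, limma adjusted p-value 4.62e-08). With butyrate it was also higher (median 0.58, 8 of 12 genes, adjusted p-value 0.000148). The luminal signature could be tested on only 11 of its 71 genes. On these it was higher with UK5099 (median 0.23, 7 of 11 genes, adjusted p-value 0.0365) and with butyrate (median 0.21, 8 of 11 genes, adjusted p-value 0.00425). Neither luminal call held after scaling by the median of ratios, where the adjusted p-values were 0.341 and 0.168. With 40 members tested on recovered fragments, the luminal signature was lower with UK5099 (median -0.40, unadjusted camera p-value 0.0259) and not different with butyrate (p-value 0.623). Both luminal calls on the deposited scale were kept by camera with exonic length (adjusted p-values 0.0423 for UK5099 and 0.0112 for butyrate). They were also kept with nuclear protein-coding genes alone (0.0263 and 0.0168). The luminal result therefore depended on the scaling and on the members tested, and was not robust. All 4 signature calls passed with fry, and none passed with an estimated correlation, where the smallest adjusted p-value of all 33 tests was 0.216.

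Some of the other lists were also tested in part. These were the interferon response (15 of 25 genes), acute inflammation (15 of 22) and antigen presentation (9 of 14). The interferon response was lower with UK5099 (median -1.09, 15 of 15 tested genes lower, adjusted p-value 0.000148) and butyrate (median -1.03, 15 of 15 tested genes, adjusted p-value 0.00913). Proliferation genes were lower with UK5099 (median -0.44, adjusted p-value 0.000174) and butyrate (median -0.52, adjusted p-value 0.00828). After scaling by the median of ratios these medians were -0.29 and -0.17. Glycolysis genes were higher with both, at adjusted p-values of 0.000174 and 0.000115 with medians of 0.16 and 0.05 as deposited and of 0.28 and 0.38 after scaling by the median of ratios. Acute inflammation genes had much the same medians with UK5099 (-0.94, adjusted p-value 0.00412) and butyrate (-0.90, adjusted p-value 0.147), with 2 of 15 genes higher in each, and passed by camera only with UK5099. Antigen presentation genes passed with UK5099 (median -0.57, adjusted p-value 0.00828) and not with butyrate (median -0.41, adjusted p-value 0.675), and 1 of 9 genes was higher in each. With fry, both lists were lower with both treatments, and no difference between the treatments was tested for either list. After scaling by the median of ratios, the UK5099 and butyrate medians were -0.788 and -0.56 for acute inflammation. For antigen presentation they were -0.415 and -0.0514. Cholesterol synthesis was lower with butyrate at 0.0237 (median -0.36), but its median was -0.02 after scaling by the median of ratios, and it was not called with UK5099 at 0.557. The TCA cycle, lineage marker and pyruvate carrier lists were not called for any coefficient by camera. Fry, which sets a list against 0 and not against other genes, called all 11 lists for each treatment at an adjusted p-value limit of 0.05.

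The last question was whether the combination departed from the sum of the single effects. An interaction was called for 250 genes, 127 with a positive and 123 with a negative coefficient. In 226 of them (90.4%) the interaction was opposite to the summed single effects. Both quantities contain the same group means with opposite signs, which by itself favours such a result. The summed single effects were positive for 127 genes and negative for 123. For 48 of the latter the sum of the single effects led below 0, which log2(TPM + 1) cannot reach, so that a positive interaction was forced. The median absolute interaction was 1.31, and 34 genes passed 2. The largest were Nccrp1 (-4.51), Teddm3 (-4.06), Ly6g6c (-3.89), Fn1 (3.87) and Aqp3 (-3.75). For Fn1 at least 3.55 was forced in this way, and by voom on fragments its interaction was 3.14. Fn1 reached 0.252 ± 0.0160 TPM with the combination (SD, n = 3), below either single treatment. Adding UK5099 to butyrate changed 224 genes, 136 higher and 88 lower, and after scaling by the median of ratios 183 higher and 70 lower. Adding butyrate to UK5099 changed 487 genes, 203 higher and 284 lower, and after that scaling 326 higher and 118 lower.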

Values the study reported

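The study reported that 1,120 genes were influenced by sodium butyrate and 674 by UK5099. Of its UK5099 genes, 60% were reported to respond to sodium butyrate too.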

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

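The split counts, the comparison of scalings, the fragment tests of the floor and the median over listed immune markers were chosen only after the results were seen; the other tests in this part were set before their values were known.

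The effect of UK5099 differed with and without butyrate for 250 genes, by the interaction term of limma. In 1 of 100 regroupings of the 12 samples, the real one, as many genes were called, and the next largest count was 69. Regrouping also breaks up the single effects and so adds to the spread within groups. It therefore does not test the interaction apart from those effects. Among named genes the interaction coefficient was 1.51 for Vim, -4.51 for Nccrp1, -4.06 for Teddm3, -2.59 for Krtdap, -3.75 for Aqp3, 3.58 for Rgs4, 3.87 for Fn1, 1.79 for Clu, 1.18 for Cyp26b1, 2.16 for Hp, -3.89 for Ly6g6c, -3.42 for Crnn, 2.44 for Spp1 and 1.80 for Gm49990. Since log2(TPM + 1) cannot fall below 0, the single effects forced a positive interaction of at least 1.31 for Vim, 3.37 for Rgs4, 3.55 for Fn1, 0.64 for Cyp26b1, 1.90 for Hp, 1.67 for Spp1 and 1.34 for Gm49990. By voom on fragments Fn1 was 3.14, while Cyp26b1, at 0.73, and Gm49990, at 2.53, were not called.

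Most of these interactions were opposite to the summed single effects. A floor of the log scale forces no interaction for genes with a positive sum, yet 89% of those 127 genes were opposite, 113 of them. An even split is not the baseline for this share. The interaction and the sum contain the same vehicle and single-treatment means with opposite signs, which favours opposite results without any pattern. How far the share exceeds that was not tested. Of the 123 genes with a negative sum, 113 were opposite, and for 48 the floor forced this. As the whole cause the floor is argued against for the 91 whose single effects predicted at least 10 fragments: 82.4% of them, 75 genes, were called with a positive interaction by voom on fragments, and 10 with a negative one. Among 108 genes lowered by both treatments with as many fragments predicted, taken without regard to the interaction, 41 were called positive and 2 negative. For the other 32 genes, which include Vim, Rgs4, Hp, Spp1 and Gm49990, 71.9% were called positive, but these lie near the floor of the fragments too, so a floor and a true interaction cannot be told apart. Chance error shared by the coefficients is argued against as well: 20 simulated additive fits called 0 genes, while a median of 1278.5 had an unadjusted p-value under 0.05. Scaling left the pattern in place, with 88.1% opposite under the median of ratios. A shared limit on how far these genes can move may explain the pattern, as a hypothesis. The study design does not separate it from a common target of both treatments.

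By camera, the interaction was positive for the interferon response (adjusted p-value 1.51e-08) and antigen presentation (0.000115), and negative for the basal signature (0.000115) and glycolysis (0.00828). None of these passed with an estimated correlation. For 5 of the 15 tested interferon genes the floor of the log scale forced a positive interaction. By voom on fragments the median interaction of the tested genes was 1.08 and 15 of 15 were positive. For the interferon response, which was lower with each single treatment, scaling is argued against by a median UK5099 coefficient of -0.94 under the median of ratios. Loss of immune cells mixed into vehicle cultures stays open, though the paper sorted basal cells by EpCAM and CD49f after staining that included CD45. Of 10 immune markers only 5 were listed, with a median of 0.00176 per 10000 fragments in vehicle and the highest, Cd74, at 0.0126. Every listed gene had at least 10 fragments over the 12 samples, so the unlisted markers may have had fewer. These levels are low, but the level that an immune share would bring was not set, so this test cannot decide. An effect of the treatments on interferon genes stays open too.

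Spink5, chosen after its values were seen, was the only gene called higher with UK5099 alone (2.41) and lower with UK5099 beside butyrate (-1.08). No explanation was tested for it.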

How the results depend on the processing

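Counts rose with smaller pseudocounts. With 0.1, the counts were 1034 genes for UK5099, 1955 for butyrate, 519 for the interaction, 3292 for the combination, 546 for adding UK5099 and 1297 for adding butyrate, and rho was 0.557. With 0.01 they were 1412, 2573, 599, 4118, 754 and 1843, and rho was 0.520. With no limit on the coefficient they were 8139, 11262, 3303, 12577, 6780 and 10601, and the shared part was 77.6%. Both follow from their construction, as more small changes pass.

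Voom on recovered fragments, added after seeing the data, gave 1345, 2316, 679, 2980, 778 and 1707 genes, a share of 60.2% and rho of 0.535. TPM with exonic length, added at the same point, gave 688 genes for UK5099, 1212 for butyrate, 381 for the interaction and 363 for adding UK5099, a share of 59.9% and rho of 0.589. Nuclear protein-coding genes alone, also added then, gave a share of 60.8%. The cause of these was not tested.

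Scaling by the median of ratios gave a share of 60.6% and rho of 0.518, and quantile normalisation gave 61.3% and 0.523. The luminal signature lost its call under both scalings, with adjusted p-values of 0.341 and 0.218 for UK5099 and 0.168 and 0.128 for butyrate, and under voom with 0.533 and 0.233. With an estimated correlation the basal signature had 0.216 and 0.323, and the luminal signature 0.309 and 0.216, for UK5099 and butyrate. Over 24 alternatives the adjusted p-value ran from 8.13e-09 to 0.216 for the basal signature with UK5099, from 4.37e-06 to 0.323 with butyrate, from 0.0173 to 0.533 for the luminal signature with UK5099 and from 0.00251 to 0.233 with butyrate. The cause was not tested.

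With each effect against different vehicle samples, rho was 0.491, 0.492, 0.484, 0.495, 0.486 and 0.495. The shared chance error of the vehicle samples is removed by that construction.

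Leaving out each of the 12 samples gave from 439 to 461 genes for UK5099, 862 to 896 for butyrate, 237 to 253 for the interaction, 1528 to 1643 for the combination, 213 to 231 for adding UK5099 and 464 to 495 for adding butyrate. The share ran from 55.5% to 58.4% and rho from 0.580 to 0.630. The basal adjusted p-values ran from 2.15e-08 to 7.69e-08 for UK5099 and 0.000125 to 0.000211 for butyrate. The luminal ones ran from 0.0248 to 0.0582 for UK5099 and 0.00251 to 0.00593 for butyrate. Without UK5099 replicate 1 the luminal call was lost, at 0.0582. The lineage markers stayed at 5 for each treatment.

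Of 51 results for single genes, 42 kept direction and call under all alternatives. Reversed ones were small. Under the median of ratios, Krt14 was 0.0889, Hoxb13 0.234 and Mpc2 0.0977 for butyrate, and Mpc1 0.0590 for UK5099. Under quantile normalisation Hoxb13 was 0.263, Mpc1 0.0476 and Mpc2 0.0602. Under voom Krt14 was 0.0527, Hoxb13 0.205, Mpc1 0.0598 and Mpc2 0.0929. With protein-coding genes alone Hoxb13 was 0.0674. A further 5 calls were gained and 2 lost, none of them by leaving out a sample.

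With the replicate block the counts were 449 for UK5099, 866 for butyrate, 242 for the interaction, 1580 for the combination, 223 for adding UK5099 and 478 for adding butyrate, and no call of a named gene changed. Of the 33 list tests, 0 changed their call or direction with the block. Deviations of samples with the same number correlated between -0.107 and 0.029, so the numbers did not pair the samples. Of the 71 luminal genes 56 were matched and 11 reached 1 TPM, while 40 had at least 10 fragments at the same depth. The limit of 1 TPM, more than depth, thus set the size of that list.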

Other observations

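The split counts, the median of ratios comparison and the pseudogene comparison matched on fragments were chosen only after the results were seen.

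For each comparison of 3 samples against 3, only 10 splits exist, so no share under 0.1 can arise. In 1 of the 10 splits, the real one, as many genes were called for UK5099, butyrate, the combination, adding UK5099 and adding butyrate. The basal signature was as strong in 1 of 10 splits for each treatment. The luminal signature was as strong in 3 of 10 splits for UK5099 and 4 of 10 for butyrate.

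More genes were lower than higher with butyrate as deposited. Mitochondrial transcripts alone are argued against, with a median butyrate coefficient of -0.287 without them. Pseudogenes alone are argued against as well, at -0.245 without them. Without both it was -0.177. Under the median of ratios 62.2% of called genes were higher, but that scaling centres the median by construction, so this test cannot decide. Nuclear protein-coding genes held 40.2% ± 0.401 of TPM in vehicle and 35.3% ± 0.296 with butyrate (SD, n = 3). Of fragments they held 89.5% ± 0.161 and 86.5% ± 0.126. Their fall was thus smaller before division by span, so part of it arose from the TPM scale. Whether RNA of most genes also fell per cell cannot be told, since total RNA per cell was not measured.

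The luminal signature was higher on 11 genes, against lower luminal keratins. For UK5099 this may rest on a single member, since the unadjusted camera p-value was 0.0833 without Gsta1. For butyrate it did not rest on a single member, with a largest p-value of 0.00963. Loss of long genes under 1 TPM may contribute: with 40 members on fragments, the list was lower with UK5099 at 0.0259 and at 0.623 with butyrate, with 16 and 20 members higher. A biological rise of the luminal program stays open but is not what most members show.

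Pseudogenes held a large part of TPM. Among the 100 with most fragments, 3.75% of values were whole, but abundant protein-coding genes had 3.58%, so that test cannot decide and sharing cannot be told apart there. Among genes with 100 to 1000 fragments, 5.45% of values were whole in 612 pseudogenes, against 70% in 4795 protein-coding genes. Fragments shared with parent genes may explain this. No biological explanation was tested.

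The labels and the study's methods name different library kits. Replication-dependent histone transcripts lack a poly(A) tail. The median of 60 such genes lay at the 28.5 percentile of protein-coding genes in fragments per exonic base, which is consistent with selection of polyadenylated RNA. No biological explanation was tested.

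TPM recomputed with exonic length called 688 genes for UK5099 and 1212 for butyrate. Both counts lie nearer to the values quoted from the study above than those from TPM as deposited. The cause was not tested, and no biological explanation was tested.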
